A study of Rattus norvegicus with 39 samples.

How the data were processed

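The data were small RNA sequencing counts from cauda epididymal sperm of adult male Fischer rats, collected 5 weeks after 5 days of oral gavage with ethylene glycol monomethyl ether (EGME), a glycol ether solvent. Each of the 39 libraries held the sperm RNA of 1 male. The groups received 0 (water), 50, 60 or 75 mg/kg/d, and are called EGME0 (control), EGME50, EGME60 and EGME75, with n = 10, 10, 9 and 10. Per the labels, RNA was isolated with the mirVana kit and DNase, 10 ng entered the Ion total RNA-seq kit, and the libraries ran on 13 chips of 3 libraries each, with the dose groups mixed over the chips. No paired analysis was possible because every replicate number belonged to a single male of a single group.

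The authors deposited 4 tables of raw counts, and every value used here was a deposited count of reads on the sense strand: 405 mature miRNAs, 402 genomic tRNA genes, 1563 Ensembl noncoding transcripts (the ncRNA table) and 78572 RNAcentral entries. All values were checked to be whole numbers. The aligner, the counting program and the treatment of reads that fit several features were not stated. Rows that repeated the counts of another row numbered 28, 158, 593 and 26128 in the 4 tables, so members of such sets could not be told apart and were treated as uncertain. All deposited columns matched a sample (unmatched columns: 0). The tRNA genes were also summed into 49 anticodons, leaving out 2 rows with no known anticodon. The same read may have been counted in more than 1 of the tables, so shares are shares of assignments. Scaling was done within each table.

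Counts were tested with edgeR 4.0.16 in R 4.3.3 (with limma 3.58.1, and data.table version 1.17.8): trimmed mean of M-values (TMM) scaling, filterByExpr with its default settings by group, robust quasi-likelihood fits and two-sided tests over all 39 libraries, with Benjamini-Hochberg adjustment within each table and comparison and a threshold of 0.05. Each dose was compared with control, and a slope on dose in mg/kg/d was fitted over all 4 groups. Slopes are printed as the log2 change over 75 mg/kg/d. The filter kept 105 miRNAs, 338 tRNA genes, 47 anticodons, 174 ncRNA transcripts and 2757 RNAcentral entries, which held 97.1%, 99.999%, 100%, 99.9% and 98.7% of the counts. The TMM factors ranged from 0.668 to 2.21 (miRNA), 0.741 to 1.47 (tRNA genes), 0.108 to 14.6 (ncRNA) and 0.212 to 2.47 (RNAcentral). In the ncRNA table, the 2 mitochondrial rRNA rows held 98.4% of the counts, so its scaling rested on the small remainder. Common biological coefficients of variation were 0.588, 0.350, 0.328, 0.664 and 0.811 for miRNAs, tRNA genes, anticodons, ncRNA and RNAcentral entries.

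Profiles were compared by permutational analysis of variance (adonis2, vegan 2.7.1, 9999 permutations) on Euclidean distances of log2 CPM (counts scaled to 1e6 per library) with a prior count of 2. Shares of the summed tables and depth (log10 of the summed counts) were compared between each dose and control by two-sided permutation tests of the difference in means (1e+05 permutations, exact where a group had 9 males), adjusted by Benjamini-Hochberg over each family of comparisons (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9). The shares of the ncRNA and RNAcentral tables and of RNA classes within RNAcentral were added after the data had been seen. The 5 miRNA lists were tested at EGME75 and for the slope with fry (limma, two-sided), adjusted over 10 tests: germ cell miRNAs (both arms of miR-34b and miR-34c, miR-449a-5p, miR-449c-5p), testis toxicity miRNAs (miR-449a-5p, miR-92a-3p, miR-320-3p, miR-134-5p and both arms of miR-202), blood cell miRNAs (miR-451-5p, miR-144-3p, miR-486-5p, both arms of miR-142, miR-223-3p, miR-150-5p), epithelial and muscle miRNAs (miR-200a, miR-200b, miR-200c, miR-141, miR-429, miR-143, miR-145, miR-1 and miR-133a) and the let-7 family with miR-98. The lists, comparisons, tests and naming rule were fixed before the data were examined.

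Features were named by rule: in each table and comparison, the 3 highest and 3 lowest log2 fold changes past the threshold with a mean of at least 10 counts per library, or the feature with the smallest p when none passed. The 5 miRNAs and 5 anticodons with the largest mean share, and the members of the lists, were also named. For transcripts without gene names no more than 2 per direction were printed. The printed errors are standard errors of the log2 fold change. A fold against a group with 0 counts was given as a lower limit (3 counts over that group's pooled effective library size, the 95% limit on a count of 0), which covers counting error only. No coordinates were used, since the only annotation at hand was for another assembly (GRCr8) than the one the tables name (Rnor_6.0). It served only to separate X-linked from autosomal miRNAs.

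The depth per library, as the sum of the 4 tables, ran from 244869 to 24308152 counts, and the miRNA table held 139 to 38208 counts per library, with a median of 10030. The procedure was tested on counts simulated 10 times per table. They were drawn from negative binomial distributions with the mean levels, library sizes and dispersions of the real data. Some features had a log2 change of 2, up or down, at EGME75. Each feature was drawn independently and without chip effects, so the rates below hold for such data and may be better than real data allow. In the EGME75 comparison it recovered 88.1% of changed miRNAs, 99.7% of tRNA genes, 100% of anticodons, 78.9% of ncRNA transcripts and 52.5% of RNAcentral entries, and 7.22%, 3.63%, 5%, 4.41% and 2.95% of the calls were unchanged features. Libraries of a group were checked for duplicates, and none were identical.

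Alternatives fixed beforehand were RLE size factors, library totals alone, no filter, a mean of at least 10 counts, DESeq2 1.42.0, chip as a fixed block, chip as a random block (limma-voom), runs of 8 consecutive replicate numbers as a block, log10 depth as a covariate, leaving out libraries whose depth times 3 was below the table's median, fitting only the 2 groups compared, rank-coded dose, treated groups only, leaving out each library in turn, other denominators for shares, Bray-Curtis distances, permutation within chips and camera (limma, correlation 0.01). Collapsing of repeated rows, and list tests with a depth covariate or without low-depth libraries, were added after the data had been seen. In the edgeR fits and list tests the depth covariate was the log10 total of the table tested, not of all tables. Group labels were also split at random to give 100 splits per comparison, the real one included.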

Results

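The 39 libraries held between 244869 (EGME75 replicate 24) and 24308152 counts over the 4 tables, with means of 9225090, 10117100, 12786500 and 8174640 at EGME0, EGME50, EGME60 and EGME75. No difference in total depth from control passed the threshold at any dose (differences of 0.08, 0.20 and -0.13 in log10 counts at EGME50, EGME60 and EGME75, adjusted permutation p = 0.644, 0.396 and 0.644, exact at EGME60, n = 9). Single libraries moved these values: without EGME0 replicate 33 they were -0.03, 0.09 and -0.25, and without EGME75 replicate 24 the last was 0.02, none past the threshold. The miRNA table alone moved them most, to -0.733 at EGME75. The miRNA table was small: its mean total was 16573, 17624.5, 14257.9 and 3808.2 counts in the 4 groups, and 31 to 238 miRNAs were detected per library.

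The first question was whether the tables contributed the same shares of each library at every dose. The miRNA share fell from 0.178% ± 0.0731% (SD) at EGME0 to 0.0554% ± 0.0522% at EGME75 (9 of 10 males below the control median, permutation p = 2.6e-04, adjusted p = 0.00156). With chip as a fixed block the difference at EGME75 was -0.0993 points and no longer passed. The miRNA share was 0.169% at EGME50 and 0.118% at EGME60 (adjusted permutation p = 0.822 and 0.192, exact at EGME60, n = 9). The microRNA class within the RNAcentral table was 0.384% of that table at EGME0 and 0.308% at EGME75 (adjusted permutation p = 0.190). Since the RNAcentral share of all counts rose, that class did not mirror the fall. The fall is therefore one of counts assigned to the miRNA table. The tRNA share was 65.1% ± 9.99% at EGME0, 66.4% at EGME50, 56.6% ± 11.1% at EGME60 and 56.2% ± 8.81% at EGME75, and no difference passed (smallest adjusted permutation p = 0.146). Shares sum to 100%, so these were not independent. The choice of denominator moved the tRNA share most: at EGME75 it was higher than control by 9.71 points when the RNAcentral table was left out of the sum. The ncRNA share, compared after the data had been seen, fell from 11.9% ± 4.84% to 3.76% ± 1.74% at EGME75 (10 of 10 males below the control median, permutation p = 2e-05, the smallest the permutations can give, adjusted p = 1.2e-04). At EGME60 it was 6.90% ± 5.68% (8 of 9 below, exact permutation p = 0.0489, adjusted p = 0.0733), and it passed there with 3 alternatives: the RNAcentral total as denominator, the log2 ratio to the other counts, and chip as a block. The RNAcentral share, also added, rose from 22.8% ± 7.40% to 36.4% ± 12.2% at EGME60 (9 of 9 males above the control median, exact permutation p = 0.00472, adjusted p = 0.00944) and 39.95% ± 9.72% at EGME75 (10 of 10, permutation p = 2e-04, adjusted p = 6e-04).

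**Figure D1:**
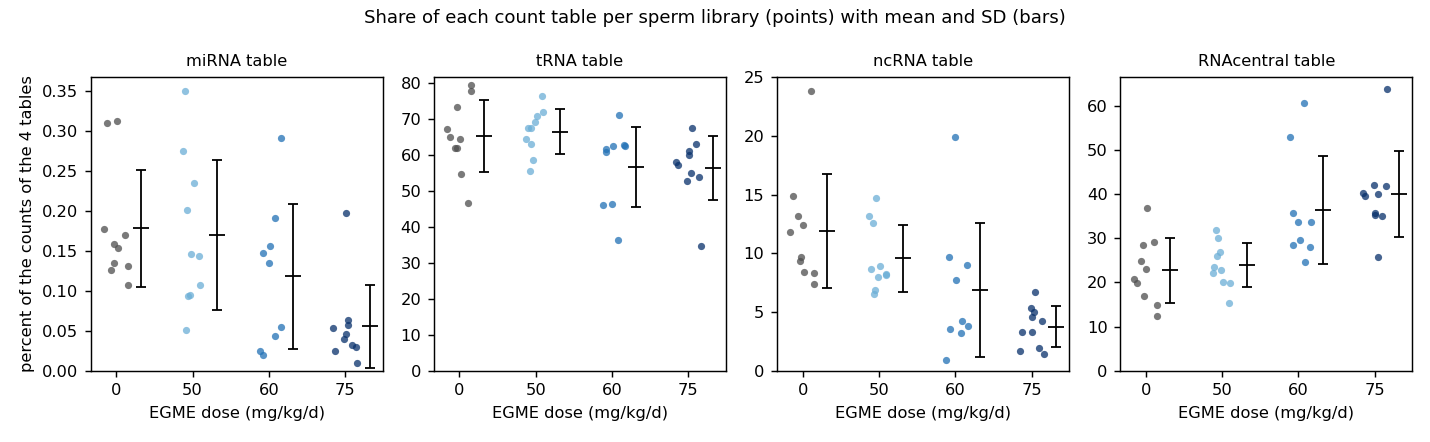
Shares of the 4 tables in each library by dose group. The miRNA share fell from 0.178% at EGME0 to 0.0554% at EGME75, which did not pass with chip as a block, and the RNAcentral share rose from 22.8% to 39.95%.

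The second question was how much of the variation between libraries lay between dose groups. Group explained an R2 of 0.183 for miRNAs (permutation p = 4e-04), 0.334 for tRNA genes (p = 1e-04, the smallest the permutations can give), 0.295 for ncRNA (p = 1e-04, likewise the smallest) and 0.300 for RNAcentral entries (p = 2e-04). Chip alone, with 13 levels, gave 0.353, 0.358, 0.326 and 0.362 (permutation p = 0.12, 0.182, 0.383 and 0.166). Bray-Curtis distance moved the group R2 most, to 0.504 for ncRNA. Fitted after chip, group kept 0.145, 0.245, 0.236 and 0.225.

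The miRNA comparisons asked which mature miRNAs differed from control. The most abundant by mean share over all 39 libraries was miR-34b-3p, at 13.6% ± 4.53%, 9.60%, 8.94% and 6.06% ± 1.39% of miRNA counts from EGME0 to EGME75. It was not first in every group: miR-16-5p stood above it at EGME50 (10.6%), miR-191a-5p at EGME60 (10.8%), and both at EGME75. The EGME60 mean of miR-191a-5p was raised by replicate 6 (40.3%, others 5.26% to 9.11%), so the order there may rest on that library. The next 4 were lower at EGME75 than at EGME0: miR-191a-5p (10.8% and 7.80%), miR-16-5p (11.0% and 6.76%), miR-19b-3p (5.32% and 3.66%) and miR-34c-5p (4.76% and 3.45%). Of 105 tested, edgeR quasi-likelihood tests (Benjamini-Hochberg adjusted p < 0.05) called 3 miRNAs at EGME50 (3 higher), 33 at EGME60 (21 higher, 12 lower) and 45 at EGME75 (23 higher, 22 lower), and the slope on dose called 48 (26 higher, 22 lower). Unadjusted p was below 0.05 for 19, 45, 52 and 56. Library totals alone gave other splits, 34 higher and 7 lower at EGME60, 33 and 10 at EGME75, and 41 and 11 for the slope. That scaling moved the median of all miRNAs at EGME75 from -0.10 to 0.50 log2. With the log10 total of the miRNA table as a covariate 30 were called at EGME75 (20 higher, 10 lower, median of all 0.325). For the slope 37 were called (25 higher, 12 lower). Among the counts above 3, testing without a filter moved the slope most, to 90 miRNAs.

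Among miRNAs with a mean of at least 10 counts per library, the highest changes at EGME75 were miR-200a-3p (log2 fold change 3.51, SE 0.69, edgeR Benjamini-Hochberg adjusted p = 3.37e-05; 173 ± 240 CPM at EGME0 and 2247 ± 2254 at EGME75), miR-451-5p (3.26, SE 0.72, adjusted p = 2.63e-04; 351 ± 317 and 3896 ± 6125 CPM) and miR-221-3p (3.18, SE 0.51, adjusted p = 1.93e-06; 508 ± 263 and 4780 ± 2416 CPM). The lowest were miR-106b-3p (-3.64, SE 0.83, adjusted p = 3.2e-04; 2136 ± 1256 and 268 ± 643 CPM), miR-743a-5p (-3.04, SE 0.80, adjusted p = 0.0015) and miR-204-5p (-2.50, SE 0.48, adjusted p = 2.6e-05; 5923 ± 4021 and 806 ± 831 CPM). All 6 stayed past the threshold with the same sign under every alternative and without any single library. One miRNA below that mean rose more and was picked out after its values were seen: miR-148a-3p, with a mean of 7.95 counts, at 4.26 (edgeR adjusted p = 1.69e-05) at EGME75 and 3.85 at EGME60. At EGME60 the same 3 miRNAs with a mean of at least 10 counts rose most, miR-451-5p by 2.93, miR-221-3p by 2.92 and miR-200a-3p by 2.63, while miR-106b-3p (-1.73), miR-17-5p (-1.45) and miR-132-3p (-1.34) fell most. These falls were less stable than the rises: miR-106b-3p lost its call under 5 alternatives and in 13 of 19 fits without 1 library, miR-132-3p under 4 and in 9 of 19, and miR-17-5p only without EGME60 replicate 38. At EGME50 the 3 called were miR-200a-3p (2.37, SE 0.66, edgeR adjusted p = 0.0318), miR-221-3p (1.87, SE 0.49, adjusted p = 0.0318) and miR-200b-3p (1.32, SE 0.38, adjusted p = 0.0336). None of the 3 was called by edgeR with RLE factors, chip as a fixed block or runs of 8 as a block, or by limma-voom with chip as a random block (0 called, with 18, 8, 20 and 21 at unadjusted p < 0.05). Leaving out EGME0 replicate 2, 10, 17 or 26, or EGME50 replicate 19 or 35, also left 0 called by edgeR, with 14 to 21 at unadjusted p < 0.05, while DESeq2 on all libraries called 3. The slope added miR-34c-3p among the lowest (-1.98 over 75 mg/kg/d; 47491 CPM at EGME0 and 8522 at EGME75).

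**Figure D2:**
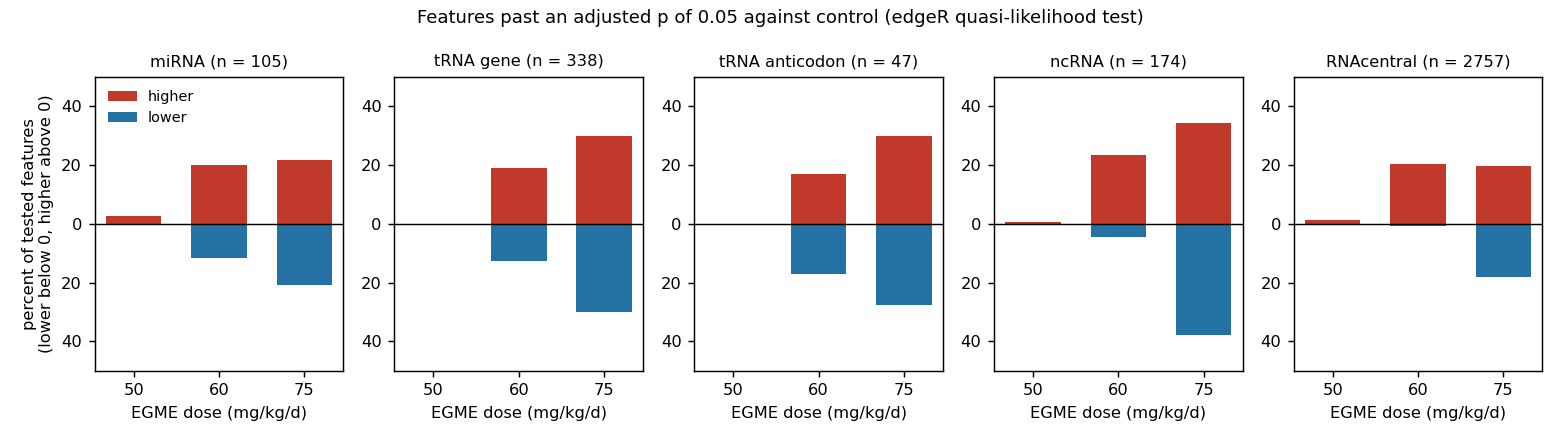
Features called higher and lower in each table and comparison. Calls in the miRNA table rose from 3 at EGME50 to 33 at EGME60 and 45 at EGME75.

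The fixed miRNA lists asked whether miRNAs tied to germ cells, testis toxicity, blood cells, or epithelium and muscle moved together. Germ cell miRNAs fell at EGME75 (median log2 fold change -1.05, mean -1.34, fry adjusted p = 1.84e-05) and over the dose slope (median -1.10, adjusted p = 1.54e-05). Control libraries expressed 5 of the 6 listed, 5 were tested, and 4 were called, both over all miRNAs and over the list alone: miR-34b-3p (-1.76), miR-34c-5p (-1.02), miR-34c-3p (-2.41) and miR-449a-5p (-1.05), but not miR-34b-5p (-0.45). Library totals alone moved the germ cell median most, to -0.479. Blood cell miRNAs rose (median 2.33, mean 2.45, fry adjusted p = 6.37e-04 at EGME75; median 2.20, adjusted p = 4.59e-04 for the slope). Of 7 listed, 6 were in the table and 5 expressed in control libraries, and the 3 tested were all called over all miRNAs and over the list alone: miR-451-5p (3.26), miR-150-5p (2.33) and miR-223-3p (1.77).

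Epithelial and muscle miRNAs also rose (median 1.54, mean 1.63, fry adjusted p = 1.84e-05 at EGME75; median 1.62, adjusted p = 1.54e-05 for the slope). Control libraries expressed all 9 listed, 6 were tested and 4 called, over all and over the list alone: miR-200a-3p (3.51), miR-429 (2.53), miR-200b-3p (2.14) and miR-145-5p (0.94), but not miR-143-3p (0.49) or miR-200c-3p (0.19). The other lists did not pass. Testis toxicity miRNAs had a positive median and mean (0.50 and 0.44) while the fry direction was down (adjusted p = 0.826). Of 6 listed, 4 were expressed in control libraries and tested, and 2 were called over all and over the list alone: miR-449a-5p, which this list shared with the germ cell list, and miR-320-3p (1.81), but not miR-202-5p (1.41) or miR-92a-3p (-0.41). The same disagreement of sign held for the slope (median 0.80, mean 0.63, fry direction down, adjusted p = 0.668). The let-7 family did not move (median 0.00459, mean 0.174, fry adjusted p = 0.665; for the slope median 0.0789, adjusted p = 0.526). Control libraries expressed all 9 let-7 members, 8 were tested, and only let-7c-5p was called at EGME75 (1.26), over all and over the list alone; for the slope 2 were called over all and 1 over the list alone. The germ cell, blood cell, and epithelial and muscle calls also held under camera at its preset correlation of 0.01 (camera adjusted p = 0.00792, 0.041 and 0.00792). That setting takes list members as nearly independent, though the germ cell list holds both arms of miR-34b and miR-34c. These camera p-values may therefore be too small.

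**Figure D3:**
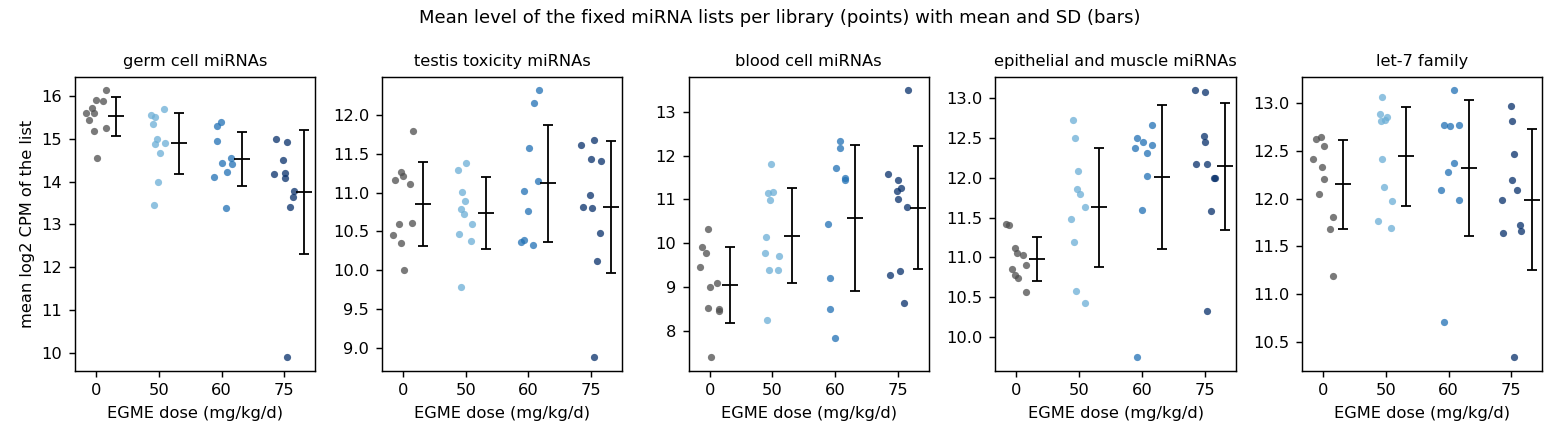
Scores of the 5 miRNA lists in each library. At EGME75 the median log2 fold change was -1.05 for germ cell, 2.33 for blood cell and 1.54 for epithelial and muscle miRNAs.

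The tRNA comparisons asked whether single tRNA genes and anticodons shifted. GlyGCC (23.5% of tRNA counts at EGME0, 26.8% at EGME75), SerGCT, MetCAT, GlyTCC (5.56% and 4.75%) and GluTTC (3.97% and 4.28%) were the most abundant anticodons. SerGCT fell from 24.6% ± 5.50% to 22.6%, 14.5% and 9.93% ± 3.47% with dose, and MetCAT rose from 7.04% ± 1.98% to 8.08%, 10.7% and 14.3% ± 4.41%. Of 47 anticodons, edgeR called 0 at EGME50 (2 at unadjusted p < 0.05; DESeq2 and limma-voom also called 0), 16 at EGME60 (8 higher, 8 lower), 27 at EGME75 (14 higher, 13 lower) and 24 for the slope (11 higher, 13 lower; 16 and 11 with library totals alone). Chip as a fixed block moved these counts most, to 4 at EGME60. Among anticodons with a mean of at least 10 counts, the highest at EGME75 were ThrAGT (log2 fold change 2.53, SE 0.30, edgeR Benjamini-Hochberg adjusted p = 3.54e-09), LysCTT (1.96, SE 0.30, adjusted p = 4.31e-07) and GluCTC (1.84, SE 0.35, adjusted p = 1.4e-05), and the lowest SerGCT (-1.47, SE 0.25, adjusted p = 2.07e-06), LeuTAA (-1.42) and LeuCAA (-1.41). The same 6 were the extremes at EGME60, at 1.28, 1.39, 1.11, -0.85, -0.80 and -0.74, but there the 3 lower ones were not called with chip as a fixed block, and LeuCAA also not without a filter or without EGME0 replicate 1. The smallest p at EGME50 was that of GluCTC (1.01, adjusted p = 0.214).

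**Figure D4:**
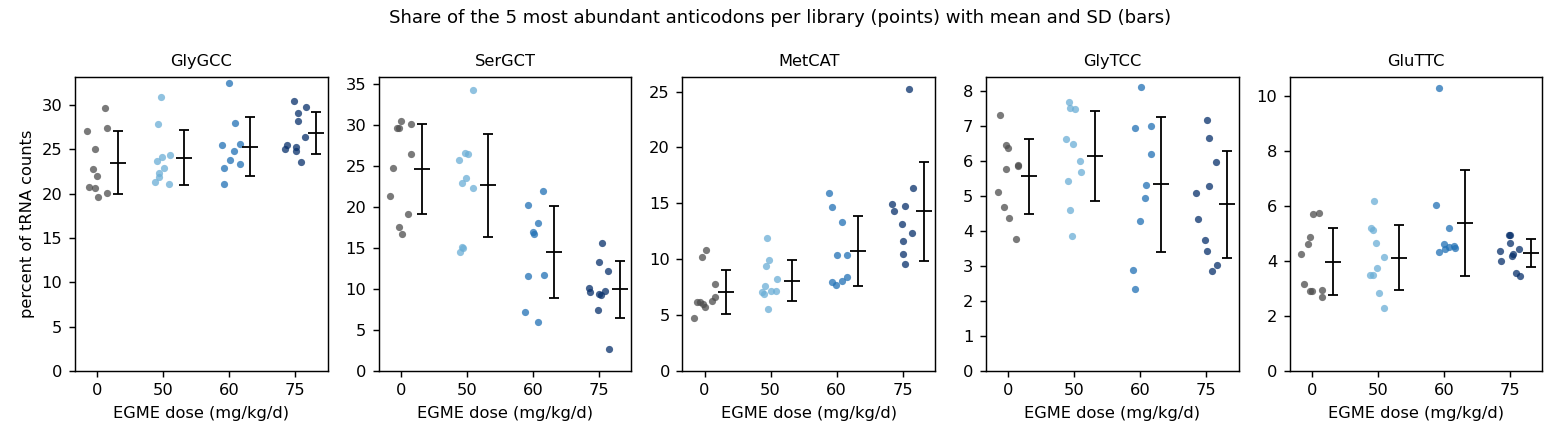
Shares of the most abundant anticodons by dose group. SerGCT fell from 24.6% at EGME0 to 9.93% at EGME75, and MetCAT rose from 7.04% to 14.3%.

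At the level of tRNA genes, edgeR called 0 of 338 at EGME50 (25 at unadjusted p < 0.05; DESeq2 called 8 and limma-voom 0), 107 at EGME60 (64 higher, 43 lower; 79 and 29 with library totals alone), 202 at EGME75 (101 and 101; 149 and 66) and 186 for the slope (93 and 93; with library totals alone 69.8% of 205 were higher). Library totals alone moved the median of all genes at EGME75 from -0.08 to 0.27 log2. Many of these genes shared their counts: the calls comprised 59, 121 and 117 distinct count patterns. Leaving out EGME60 replicate 22 lowered the EGME60 count to 59. With a mean of at least 10 counts, the extremes at EGME75 were the genes trna1087-GluTTC of chr16 (3.10), trna14184-ThrAGT of chr1 (2.92), which shared its counts with trna10836-ThrAGT of chr10, and, on the lower side, trna7721-CysGCA of chr4 (-2.44), trna1626-SerGCT of chr17 (-1.76) and trna16829-LeuTAA of chr1 (-1.69).

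In the ncRNA table, edgeR called 1 of 174 transcripts at EGME50 (50 at unadjusted p < 0.05), 49 at EGME60 (41 higher, 8 lower), 126 at EGME75 (60 higher, 66 lower) and 115 for the slope (63 higher, 52 lower). These directions depended on the scaling more than in any other table. With RLE factors the splits were 84 higher and 1 lower at EGME60, 90 and 13 at EGME75, and 91 and 13 for the slope. With library totals alone they were 170 and 0, 168 and 1, and 170 and 1. At EGME50 RLE factors called 44 (38 higher, 6 lower) and library totals 73 (73 higher). The median log2 fold change of all transcripts at EGME75 was 0.59 with TMM, 1.85 with RLE factors and 4.67 with library totals alone, so only differences from that median were comparable. Relative to it, small nuclear RNAs lay at -1.59, -1.60 and -1.75, miscellaneous RNAs at -2.18, -2.21 and -2.29, nuclear rRNA at 0.56, 0.63 and 0.66, and long intergenic RNAs at 1.74, 1.73 and 1.67 under the 3 scalings. The class calls changed with the scaling. With TMM, 32 of 48 small nuclear RNAs were called lower and 0 higher, with RLE factors 0 and 5, and with library totals 0 and 48. For the 27 miscellaneous RNAs these counts were 25 lower and 1 higher, 8 and 2, and 0 and 27. Of 48 rRNAs, 31, 47 and 48 were called higher and 0 lower, and of 26 long intergenic RNAs, 16, 22 and 26 were called higher and 2, 0 and 0 lower. The 2 mitochondrial rRNAs, which held 98.4% of the counts, fell by 4.03 (SE 0.62, adjusted p = 3.75e-06) and 3.96 (SE 0.67, adjusted p = 1.12e-05) with TMM. The tables do not pair the transcripts with names. Among those with the largest fitted rises at a mean of at least 10 counts, ENSRNOT00000091643 had 0 counts in control libraries and 198 at EGME75, at least 15.2-fold higher, and ENSRNOT00000030993 (4.83) shared its counts with another transcript.

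Among 2757 RNAcentral entries, edgeR called 42 at EGME50 (41 higher, 1 lower), 575 at EGME60 (559 higher, 16 lower), 1041 at EGME75 (546 higher, 495 lower) and 766 for the slope (548 higher, 218 lower). RLE factors split the calls 443 higher and 89 lower at EGME60, 493 and 1364 at EGME75, and 483 and 722 for the slope, and library totals alone 463 and 960 at EGME75 and 453 and 372 for the slope. The median of all entries at EGME75 was -0.62 log2 with TMM, -1.38 with RLE factors and -1.32 with library totals alone. Relative to that median, rRNA entries lay at 4.11, 3.99 and 3.53, long noncoding RNAs at 0.86, 0.88 and 0.69, and piRNAs at -0.22, -0.22 and -0.18. Of 235 rRNA entries, 173, 169 and 163 were called higher and 56 lower under each of the 3 scalings. Of 1401 piRNAs, 110 were higher and 266 lower with TMM, 97 and 795 with RLE factors, and 91 and 477 with library totals. The count at EGME50 moved most: testing without a filter called 345 there, and edgeR with chip as a fixed block 0 (156 at unadjusted p < 0.05; limma-voom with chip as a random block also called 0). At EGME50 leaving out EGME50 replicate 12 or 20 left 12 calls and leaving out EGME50 replicate 27 gave 95. The 3 entries printed next carry no names in the tables. Among the entries with the largest fitted rises at EGME75, URS0000CCE6ED and URS0000B27A6F had 0 counts in control libraries and were at least 178-fold and 186-fold higher. These limits do not rank them: an rRNA entry named for the slope was at least 240-fold higher. The lowest was URS0000B25AE7 (-4.52).

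Shares of RNA classes within the RNAcentral table, compared after the data had been seen (18 comparisons), did not depend on that scaling. The rRNA share rose from 44.0% ± 7.29% to 72.5% ± 10.7% at EGME75 (10 of 10 males above the control median, permutation p = 8e-05, adjusted p = 7.2e-04). The 5 rRNA entries with the largest mean share over all 39 libraries, a choice that favours entries that rose, went from 4.02% ± 2.68% to 38.04% ± 9.67% of the table, and the other rRNA entries went from 39.98% to 34.5%. At EGME60 the rRNA share was 55.6% ± 16.1% (8 of 9 above, adjusted exact permutation p = 0.208). The tRNA share fell from 42.4% ± 7.08% to 16.1% ± 9.38% (10 of 10 below, adjusted permutation p = 7.2e-04) and the piRNA share from 4.45% ± 1.89% to 2.29% ± 0.872% (10 of 10 below, adjusted permutation p = 0.0212). Long noncoding RNA, other RNA and microRNA shares did not pass at EGME75 (adjusted permutation p = 0.357, 0.328 and 0.190), and no class passed at EGME50 or EGME60. With chip as a block, the piRNA difference at EGME75 was -1.74 points and no longer passed, while the rRNA and tRNA differences at EGME60 were 12.0 and -11.4 points and passed.

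**Figure D5:**
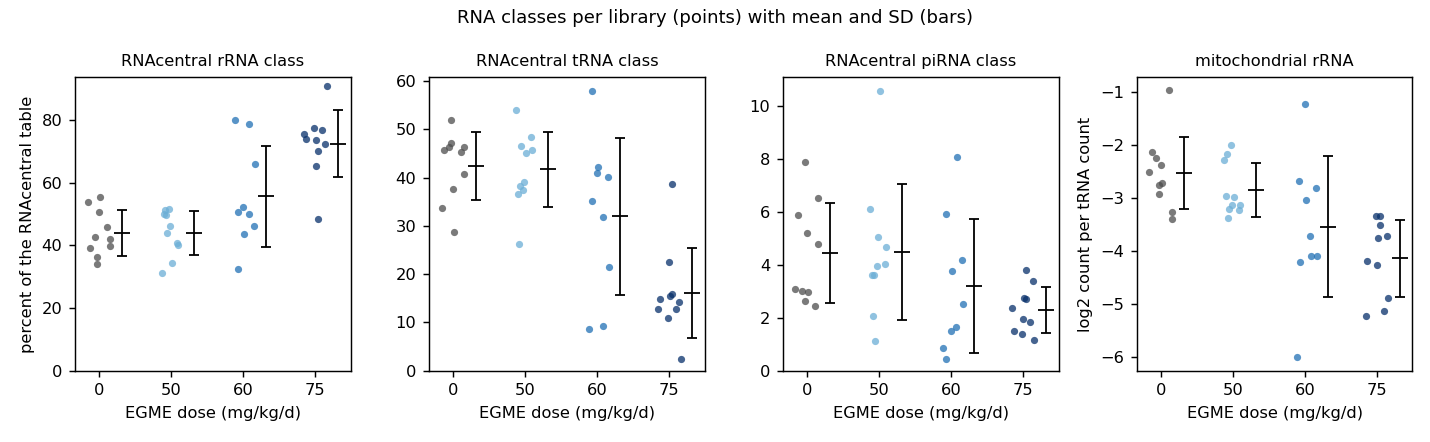
Shares of RNA classes within the RNAcentral table by dose group. The rRNA share was 44.0% at EGME0 and 72.5% at EGME75, and the tRNA share 42.4% and 16.1%.

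The last question was how alike the doses were. Log2 fold changes at EGME60 and EGME75 correlated with r = 0.934 for miRNAs, 0.919 for tRNA genes, 0.927 for anticodons, 0.910 for ncRNA and 0.960 for RNAcentral entries. Since both doses share the control libraries, simulated data without any effect gave mean r of 0.464, 0.471, 0.494, 0.565 and 0.484. Features called at both doses numbered 28, 93, 15, 46 and 527, and all had the same sign. At EGME50 and EGME75 the correlations were 0.860, 0.769, 0.725, 0.779 and 0.779, against simulated means of 0.492, 0.502, 0.456, 0.565 and 0.497. Features were drawn independently in this simulation. It therefore does not show how widely r would spread without an effect where features vary together within libraries.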

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

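The test of whether outlying values gathered in low-depth libraries was written down before it was run. None of the tests in this part was chosen only after its result was seen. In each dose group the most extreme library was compared with the others by Dixon's ratio of gaps, over 50 measures (200 groups of values). Chance alone gives about 1 in 20 groups, or 10 here, and 37 values stood out, in 13 libraries. Values printed as 7.39 log2 CPM are those of a miRNA with no count.

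Low depth was weighed first. EGME75 replicate 24 and EGME0 replicate 33 stood out for depth itself, with log10 summed counts of 5.39 (others 6.40 to 7.23) and 5.85 (others 6.75 to 7.16), and EGME0 replicate 33 also for its log10 miRNA total of 3.04 (others 3.88 to 4.58). With these depth measures aside, 27 of 34 outlying values lay in the 9 libraries whose depth times 3 was below the median of the miRNA or the RNAcentral table. When low depth was reassigned within groups, the mean was 10.4 (permutation p = 2.2e-04). Outlying values therefore gathered in libraries of low depth. Small counts are a likely explanation for the miRNAs with few or no counts. They do not explain values resting on many counts, among them the 6 of EGME75 replicate 7. Its tRNA, ncRNA and RNAcentral tables held 3524836, 145737 and 6506823 counts.

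Several outlying values were miRNAs with few or no counts in low-depth libraries. EGME0 replicate 33, with 1098 miRNA counts, had 7.39 for miR-17-5p (others 11.96 to 13.56) and for miR-221-3p (others 8.89 to 10.23), and 14.05 for miR-204-5p (others 11.75 to 12.89). EGME75 replicate 24, with 139 miRNA counts, had 7.39 for miR-200b-3p, miR-221-3p and miR-34c-3p, a germ cell list score of 9.89 (the next lowest was 13.41) and a let-7 score of 10.34 (others 11.64 to 12.97). EGME60 replicate 6, with 1990 miRNA counts, had 40.3% of them on miR-191a-5p (others 5.26% to 9.11%), 12.62 for miR-106b-3p (others 7.39 to 9.65), 7.39 for miR-200b-3p, an epithelial and muscle score of 9.75 (others 11.59 to 12.66), a let-7 score of 10.71 (others 11.99 to 13.13) and a GluTTC share of 10.3% of tRNA counts (others 4.33% to 6.02%). EGME50 replicate 36, with 1681 miRNA counts, had 1.07% on miR-19b-3p (others 4.53% to 6.98%), 7.39 for miR-17-5p, and 13.8% other RNA in the RNAcentral table (others 2.41% to 4.84%). EGME75 replicate 23, with 807 miRNA counts, had 18.1% on miR-191a-5p (others 3.45% to 10.7%), 11.12 for miR-106b-3p (others 7.39 to 9.18) and a MetCAT share of 25.3% (others 9.60% to 16.4%). EGME75 replicate 31, with 2136 miRNA counts, had a log2 ratio of the 3p to the 5p arm of miR-34b of 5.70 (others 0.85 to 3.07). The tRNA and RNAcentral values among these did not come from small counts. Nor did the miR-191a-5p shares, 40.3% of 1990 counts in EGME60 replicate 6 and 18.1% of 807 in EGME75 replicate 23. No separate test was made of these values.

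EGME75 replicate 7 stood apart in 6 measures: a tRNA share of 34.6% (others 52.6% to 67.5%), an RNAcentral share of 63.9% (others 25.7% to 42.1%), mitochondrial rRNA at 81.1% of the ncRNA table (others 90.4% to 98.5%), LeuCAA at 9.66 (others 11.27 to 12.47), LeuTAA at 8.67 (others 10.12 to 11.26) and SerGCT at 14.44 log2 CPM (others 16.13 to 17.02). Each lay beyond the others on the side on which EGME75 lay from EGME0. The library held 995 miRNA counts. Whether this male responded more strongly or its sample held other RNA was not tested.

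The remaining values came from libraries outside those 9, of which EGME75 replicate 39 was low in the ncRNA table (200070 counts): the ncRNA share of EGME0 replicate 25 (23.9%, others 7.36% to 14.9%) and its log2 ratio of mitochondrial rRNA to tRNA counts (-0.97, others -3.40 to -2.13), the ncRNA share of EGME60 replicate 13 (19.9%, others 0.943% to 9.71%), the miRNA share of EGME75 replicate 39 (0.197%, others 0.00978% to 0.0637%), miR-191a-5p in EGME50 replicate 11 (16.9%, others 5.35% to 9.52%), miR-16-5p in EGME60 replicate 21 (12.7%, others 3.52% to 7.01%) and the piRNA share of the RNAcentral table in EGME50 replicate 4 (10.6%, others 1.13% to 6.10%). No biological explanation was tested for differences between males of the same group.

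Exchanged labels were also weighed, since EGME60 replicates 22 and 38 lay nearer the EGME75 mean than their own in all 4 tables. A swap between these groups could show as EGME75 libraries lying nearer the EGME60 mean, and 1 did so in all 4 tables (EGME75 replicate 16). The profiles of the 2 doses were close (r = 0.934 for miRNA changes), so this could not separate an exchange from a varied response to EGME60.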

How the results depend on the processing

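The collapse of repeated count rows, the shares of the ncRNA table, the RNAcentral table and the RNA classes, and the list tests with depth as a covariate or without low-depth libraries were chosen after seeing the data. The cause was not tested for any change below unless stated. Of 1165 values of 100 named features under alternatives other than leaving out a library, 1065 kept their sign and side of the threshold, 94 no longer passed, 3 newly passed and 3 reversed. Of 2523 values without 1 library, 2426 kept both, 93 no longer passed, 3 newly passed and 1 reversed. All PERMANOVA results kept their side of the threshold, as did the germ cell, blood cell, and epithelial and muscle lists.

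Scaling: with RLE factors 0 miRNAs were called at EGME50 by edgeR (18 at unadjusted p < 0.05), 44 ncRNA transcripts at EGME50 and 85 at EGME60, and 1857 RNAcentral entries at EGME75 and 1205 for the slope. Library totals alone gave 11 miRNAs at EGME50, 73 ncRNA transcripts at EGME50 and 170 at EGME60. They also moved the testis toxicity list past the threshold (median 1.15 at EGME75, 1.385 for the slope) and the let-7 family (0.583 and 0.65). By construction a shift of all features moves every list, and 61 of 122 ncRNA transcripts called under both TMM and library totals at EGME75 changed sign. Named results that reversed with library totals were 3 ncRNA transcripts: a miscellaneous RNA (1.25) and a long intergenic RNA (1.75) at EGME60, and a mitochondrial rRNA (0.0146) at EGME75.

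Filter and test: without a filter 11, 61 and 90 miRNAs were called at EGME50, at EGME60 and for the slope, with 38, 153, 227 and 271 ncRNA transcripts and 345, 2348, 3316 and 4887 RNAcentral entries at the 3 doses and for the slope, from more features tested. A mean of at least 10 counts gave 50 ncRNA transcripts at EGME50, 59 at EGME75 and 59 for the slope. DESeq2 gave 8 tRNA genes at EGME50, 42 and 86 ncRNA transcripts at EGME50 and EGME60, and 1963 and 1541 RNAcentral entries at EGME75 and for the slope. Collapsing repeated rows left 41, 123 and 116 tRNA genes at EGME60, at EGME75 and for the slope, since fewer were tested, and 26 ncRNA transcripts at EGME50.

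Blocks: chip as a fixed block gave 0 miRNAs at EGME50 by edgeR (8 at unadjusted p < 0.05), 54 tRNA genes at EGME60, 4 anticodons at EGME60 and 15 for the slope, 76 ncRNA transcripts for the slope, and 0 (156 at unadjusted p < 0.05) and 671 RNAcentral entries at EGME50 and EGME75. The miRNA share difference at EGME75 was -0.0993 points (no longer passing) and the let-7 median -0.00185 (reversed, close to 0 either way). Chip as a random block (limma-voom) gave 0 miRNAs (21 at unadjusted p < 0.05), 2 ncRNA transcripts and 0 RNAcentral entries (150) at EGME50, and runs of 8 gave 0 miRNAs (20) and 0 RNAcentral entries (231) there by edgeR. With chip as a block the piRNA class at EGME75 no longer passed (-1.74 points), while the rRNA and tRNA classes at EGME60 newly passed (12.0 and -11.4 points). The ncRNA share at EGME60 newly passed with chip as a block (-5.27 points), as percent of the RNAcentral total (-33.0) and as a log2 ratio (-1.22).

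Depth and libraries: with the depth covariate edgeR called 8 tRNA genes and 1 anticodon at EGME50, and 44 ncRNA transcripts for the slope. Without low-depth libraries it called 56 miRNAs at EGME60, 62 and 98 ncRNA transcripts at EGME50 and EGME60, and 18 RNAcentral entries at EGME50. Fitting only the 2 groups compared gave 1 and 19 miRNAs at EGME50 and EGME60, 21, 14 and 55 ncRNA transcripts at the 3 doses, and 284 and 603 RNAcentral entries at EGME60 and EGME75, with fewer libraries to estimate the spread. The slope over treated groups alone called 12 miRNAs, 54 ncRNA transcripts and 486 RNAcentral entries.

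Leaving out each library in turn gave 0 to 3 miRNAs at EGME50, 0 to 8 tRNA genes at EGME50 (8 without EGME0 replicate 25 or 26) and 59 to 115 at EGME60 (59 without EGME60 replicate 22), 0 to 1 anticodons at EGME50 (1 without EGME0 replicate 26 or EGME50 replicate 27), 1 to 16 ncRNA transcripts at EGME50 (16 without EGME50 replicate 11), 44 to 110 at EGME60 (110 without EGME60 replicate 22) and 73 to 123 for the slope (73 without EGME75 replicate 15), and 12 to 95 RNAcentral entries at EGME50. The tRNA share difference at EGME75 ranged from -10.965 points (without EGME0 replicate 25, where it passed) to -6.51 (without EGME75 replicate 7). The lowest RNAcentral entry at EGME50, a piRNA at -4.34, ranged from -4.71 to 0.753, the reversal coming without EGME0 replicate 33.

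Shares and depth: as percent of the RNAcentral total, the miRNA difference at EGME60 was -0.442 and the tRNA differences -154 at EGME60 and -178 at EGME75, all past the threshold. With the RNAcentral table left out of the sum the tRNA difference at EGME75 reversed to 9.71 points, since the ncRNA share fell. Depth by the RNAcentral table alone was higher at EGME60 (0.409 in log10 counts) and by the miRNA table alone lower at EGME75 (-0.733), both newly past the threshold. Depth limited the miRNA table: in the smallest library, with 139 counts, 31 miRNAs were detected.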

Other observations

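Tests chosen only after the result was seen were those of random splits, of depth for the 3 lists that passed, and the list tests with depth as a covariate. So were those of the arm ratios against a lower germ cell share, of a like rise of the other lists and of the 2 kinds of miRNA within 1 of them. The tests of the most abundant rRNA entries, and of chip for mitochondrial rRNA and the rRNA share, were also chosen then. For the 3 lists, the fits with chip as a block and with library totals were alternatives fixed beforehand. Only their use to weigh explanations was chosen afterwards. The others were written down before they were run.

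Chance differences between males were weighed with 100 splits of the libraries, the real one included. At least as many calls as in the real split came from 1 split (the real one) for all 4 miRNA comparisons, for tRNA genes and anticodons at EGME60, EGME75 and for the slope, and for ncRNA and RNAcentral entries at EGME75 and for the slope. They came from 2 splits for ncRNA and for RNAcentral at EGME60, from 3 for RNAcentral and 13 for ncRNA at EGME50, and from 100 for tRNA genes and anticodons at EGME50, where none were called. The germ cell, blood cell, and epithelial and muscle lists had a p as small in 1 split only, at EGME75 and for the slope. The testis toxicity list did so in 73 and 61 splits and the let-7 family in 38 and 36. Chance may therefore account for the ncRNA call at EGME50, but not for the calls at EGME75. Few splits gave as many miRNA or RNAcentral calls at EGME50. However, 0 were called in either table with chip or runs of 8 as a block. The splits took no account of such blocks, so these calls stay uncertain.

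A candidate explanation for the list results is that sperm samples of the high-dose males held less sperm RNA and more RNA of other cells. The germ cell median stayed negative without low-depth libraries (-0.746), with chip as a block (-1.11) and with library totals (-0.479). The blood cell median stayed at 1.92, 2.70 and 2.99, and the epithelial and muscle median at 1.81, 1.47 and 2.15, all past the threshold. With log10 depth as a covariate the germ cell median shrank from -1.05 to -0.489 and still passed, and the other medians were 2.18 and 1.84. That covariate was the log10 total of the miRNA table, which itself fell at EGME75 (-0.733), so it could remove part of a dose effect. Whether lower depth accounts for part of the germ cell fall therefore stays open. Neither this covariate nor chip nor scaling removed any of the 3 results. A lower sperm share with an unchanged mix of other cells would raise the other lists alike, and the blood cell list did not part from the epithelial and muscle list (0.61, permutation p = 0.198). Within the latter list, however, the mean of the 4 tested epithelial miRNAs rose against that of the 2 tested muscle miRNAs at EGME75. The difference was 1.24 log2 (9 of 10 males above the control median, permutation p = 0.00214). At EGME50 and EGME60 the difference was 0.47 and 0.15 (permutation p = 0.146 and 0.715). The parting at EGME75 counts against an unchanged mix at that dose but does not exclude it. It rested on miR-200a-3p (3.51), miR-200b-3p (2.14) and miR-429 (2.53). The other epithelial member, miR-200c-3p, rose by 0.19, less than miR-143-3p (0.49) and miR-145-5p (0.94). A change of miR-200a-3p, miR-200b-3p and miR-429 alone, rather than of epithelial miRNAs as a kind, therefore stays open. The muscle miRNAs stood higher in control libraries (12.07 against 10.44 log2 CPM, through miR-145-5p rather than miR-143-3p), where a small added share would be hidden. An unchanged mix, a changed mix, a change in the cells of the epididymis, and an effect of EGME on sperm RNA itself may each remain, and counts alone could not separate them.

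The arms of single hairpins also parted. A lower share of germ cell RNA alone would lower both arms of miR-34b and miR-34c alike. The log2 ratio of the 3p to the 5p arm of miR-34c fell from -0.33 to -1.65 at EGME75 (difference -1.33, 9 of 10 males below the control median, permutation p = 0.0078), and by 1.82 without low-depth libraries (-1.82, exact permutation p = 0.003). For miR-34b the ratio fell by 0.947 over all libraries (permutation p = 0.0805) and changed by -1.61 without low-depth libraries (-1.608, exact permutation p = 0.002). Neither a lower germ cell share alone nor low depth accounted for the miR-34c difference, while that of miR-34b passed only in the deeper libraries. A shift of all hairpins from 3p to 5p arms did not either: over 6 other hairpins the median difference of 3p and 5p log2 fold changes was 1.39 (1.394; range -1.68 to 2.65). The 5 hairpins above 0 were all X-linked, however, and the only other autosomal one, miR-106b, shifted by -1.68, the same way as miR-34b and miR-34c. A shift of autosomal hairpins alone therefore stays open. Why the arms parted may lie in processing, stability or a second source of the 5p arms, none of which was tested.

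If the share of sperm RNA varied between males of 1 dose, measures that shifted with dose might follow the germ cell score minus the epithelial and muscle score within groups. Deviations from group means were correlated over 39 libraries and permuted within groups. The rRNA share of the RNAcentral table followed the score (Pearson r = -0.459, permutation p = 0.00933; Spearman rho = -0.375; r = -0.403 without the 2 farthest libraries; r = -0.313 with chip taken out), and with depth taken out r was -0.582 (permutation p = 6.4e-04). SerGCT did so less clearly (r = 0.303, permutation p = 0.0804; rho = 0.371; 0.414 without the 2 farthest; 0.385 with depth taken out, permutation p = 0.0184). Mitochondrial rRNA per tRNA count did not (r = 0.082, permutation p = 0.667; rho = 0.0744; 0.232 without the 2 farthest; 0.272 with depth taken out, permutation p = 0.163). In single groups none of 12 relations passed Benjamini-Hochberg adjustment; the strongest were SerGCT at EGME0 (r = 0.746, permutation p = 0.0175, adjusted p = 0.21) and the rRNA share at EGME60 (r = -0.687, permutation p = 0.0387, n = 9, adjusted p = 0.232). The rRNA share may therefore vary with the share of other cells' RNA, the link for SerGCT was open, and mitochondrial rRNA gave no sign of it.

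The log2 ratio of mitochondrial rRNA to tRNA counts fell by 1.61 at EGME75 (10 of 10 males below the control median, permutation p = 2e-05, the smallest the permutations can give). With chip in the model the difference was -1.41 (permutation p = 0.0057) and with depth -1.66 (permutation p = 2e-04), so neither accounted for it. The higher rRNA share of the RNAcentral table at EGME75 stayed at 20.4 points with chip and 28.2 with depth (permutation p = 1e-04 for both, the smallest these permutations can give). The 5 of 459 rRNA entries with the largest mean share over all libraries rose from 4.02% to 38.04% of the table, but such a ranking favours entries that rose. The 5 were therefore chosen in every second library of each group and measured in the others, and then the other way round. The same 5 were chosen both times. In the libraries not used to choose them they rose by 30.001 and 38.041 points, against 26.3 and 30.8 for all rRNA entries (exact permutation p = 0.00794 for both, 5 against 5 libraries, the smallest possible). A few entries are therefore a likely source of the rise in points. It was not limited to them relative to other entries, as 173 of 235 tested rRNA entries were called higher with TMM. Among the counts left without the 5 the rRNA share still rose by 15.3 points (9 of 10 above, permutation p = 0.0015), where the tRNA class fell too, which raises the rest. Fragments of rRNA from other cells, or from degraded RNA, could produce such a rise, and RNA integrity was not analysed here.

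X-linked miRNAs were asked about because 21 of 105 tested miRNAs lay on X only. Of these, 4 were called higher and 4 lower at EGME75, and their median was -0.38 against 0.13 for autosomal ones. Tested as a list they did not move (fry p = 0.356), and whether X-linkage might play a part stayed open.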
